# Microarray Analysis of Perinatal-Estrogen-Induced Changes in Gene Expression Related to Brain Sexual Differentiation in Mice

**DOI:** 10.1371/journal.pone.0079437

**Published:** 2013-11-04

**Authors:** Mototsugu Sakakibara, Yoshihisa Uenoyama, Shiori Minabe, Youki Watanabe, Chikaya Deura, Sho Nakamura, Genki Suzuki, Kei-ichiro Maeda, Hiroko Tsukamura

## Abstract

Sexual dimorphism of the behaviors or physiological functions in mammals is mainly due to the sex difference of the brain. A number of studies have suggested that the brain is masculinized or defeminized by estradiol converted from testicular androgens in perinatal period in rodents. However, the mechanisms of estrogen action resulting in masculinization/defeminization of the brain have not been clarified yet. The large-scale analysis with microarray in the present study is an attempt to obtain the candidate gene(s) mediating the perinatal estrogen effect causing the brain sexual differentiation. Female mice were injected with estradiol benzoate (EB) or vehicle on the day of birth, and the hypothalamus was collected at either 1, 3, 6, 12, or 24 h after the EB injection. More than one hundred genes down-regulated by the EB treatment in a biphasic manner peaked at 3 h and 12-24 h after the EB treatment, while forty to seventy genes were constantly up-regulated after it. Twelve genes, including *Ptgds, Hcrt*, *Tmed2*, *Klc1*, and *Nedd4*, whose mRNA expressions were down-regulated by the neonatal EB treatment, were chosen for further examination by semiquantitative RT-PCR in the hypothalamus of perinatal intact male and female mice. We selected the genes based on the known profiles of their potential roles in brain development. mRNA expression levels of *Ptgds, Hcrt*, *Tmed2*, and *Nedd4* were significantly lower in male mice than females at the day of birth, suggesting that the genes are down-regulated by estrogen converted from testicular androgen in perinatal male mice. Some genes, such as *Ptgds* encoding prostaglandin D2 production enzyme and *Hcrt* encording orexin, have been reported to have a role in neuroprotection. Thus, *Ptgds* and *Hcrt* could be possible candidate genes, which may mediate the effect of perinatal estrogen responsible for brain sexual differentiation.

## Introduction

Sexual dimorphism of the behaviors or physiological functions in mammals is mainly due to the sex difference of the brain. Sex-specific patterns of endocrine function, sexual behavior and morphology have been reported in the rats. For example, female rats show cyclic release of luteinizing hormone (LH), that is a surge-mode secretion (LH surge), while males do not show the surge [1]. As sexual behaviors, male rodents show mounting behavior, while females show lordosis behavior [1]. It has been well known that the size of some nuclei in the brain show sex difference, and these nuclei are called sexual dimorphic nuclei [2]. For example, the anteroventral periventricular nucleus (AVPV) is larger in females than that in male rats [3] and the medial-anterior bed nucleus of the stria terminalis contains more neurons in female rats than do in males [4]; while the sexual dimorphic nucleus of the preoptic area (POA), accessory olfactory bulb, medial amygdala, and ventromedial hypothalamus (VMH) are larger in males than in female rats [2,4]. However, the mechanisms of brain sexual differentiation responsible for these sex differences have not been fully clarified yet.

Previous studies on sexual behavior in the rat have shown that the female-type default brain is masculinized or defeminized by estradiol converted from testicular androgens in the perinatal period in males. Female rats treated with exogenous androgen or estrogen in the neonatal period do not show lordosis in adulthood [5-11]. Male rats castrated at neonatal period show the lordosis when they are treated with estrogen at adulthood [12,13]. On the other hand, male rats neonatally treated with aromatase inhibitor, which interrupts the androgen conversion to estrogen, show lordosis behavior [14,15], whereas female rats treated with estrogen and some estrogenic compounds in the neonatal period do not [8,16]. These studies suggested that the mechanism regulating lordosis is inactivated in their neonatal period by estrogen converted from testicular androgens, resulting in loss of lordosis behavior in adult male rats. These findings suggest that male rats are equipped with the brain mechanism controlling lordosis, but the mechanism defeminized by neonatal estrogen converted from testicular androgen.

Previous studies have suggested that the kisspeptin neurons located in the AVPV of the anterior hypothalamus regulate gonadotropin-releasing hormone (GnRH)/LH surge [17-21], and that defeminization of the mechanism governing the GnRH/LH surge system is mainly due to the defeminization of the AVPV kisspeptin neurons in the rodent [21-24]. The mechanisms of estrogen action resulting in the defeminization of the kisspeptin neurons have not been clarified yet. Thus, large-scale analysis by microarray would be a powerful tool to explore the candidate genes mediating the effect of estrogen responsible for the brain sexual differentiation.

The present study aimed to clarify the mechanism of sexual differentiation of the brain. We analyzed the time course of the estrogen-responsive gene expression profiles in the neonatal female mouse hypothalamus to determine target genes of short-term and long-term estrogen organizational effects responsible for sexual differentiation of the brain. Microarray analysis was conducted for exhaustive identification of the genes mediating the perinatal estrogen action. We focused on several candidate genes with special attention to the gene function, such as neuronal death, neuroprotection, and development. The difference in the expression of candidate genes obtained by the analysis was examined between male and female mice at the perinatal period . 

## Materials and Methods

### Animals

Female neonatal C57BL/6J (B6) mice were used for microarray analysis to obtain candidate genes related to sexual differentiation of the brain induced by estrogen. Male and female perinatal Crlj:CD1 (ICR) mice were used for semiquantitative reverse transcriptase-polymerase chain reaction (RT-PCR) analysis to determine the sex differences in expressions of the candidate genes obtained by the microarray analysis. Animals were housed under a 14 : 10 h light/dark cycle (lights on 05.00 h) at 23°C ± 2°C and were provided with standard rodent chow (OA-2 for B6; CE-2 for ICR, CLEA, Tokyo, Japan) and water *ad lib*. The day of parturition and 2 days after the birth was designated day 0 (D0) and day 2 (D2), and the embryonic day 16 and 18 were designated E16 and E18, respectively. The present study was approved by the Committee on Animal Experiments of the Graduate School of Bioagricultural Sciences, Nagoya University.

### Microarray Analysis of Neonatal Estrogen Effect on Gene Expressions in the Hypothalamus

B6 female mice (approximately 1.4 g BW, n=3 in each group) were subcutaneouly injected with either estradiol benzoate (EB, 7.5 μg/20 μl peanut oil, that is equivalent to 5.4 μg/g BW) or vehicle on the D0, and the whole hypothalamus was collected at either 1, 3, 6, 12 or 24 h after the EB injection to explore time-dependent changes in estrogen-induced gene expressions in the hypothalamus. The dose was chosen according to the previous studies which showed that single injection of EB (2.5-12.5 μg/g BW) in neonatal female rats defeminized the sexual behavior [7-9], GnRH/LH surge mechanism [25] , and the AVPV *Kiss1* expression [24]. Therefore, the dose of 7.5 μg of EB for D0 in the present study was thought to be enough for defeminization of the GnRH/LH surge-regulating mechanism. Animals were sacrificed by decapitation, and then the hypothalamus was collected by dissecting anterior to the optic chiasm and caudally at the mammillary bodies under the microscope. Total RNA of the whole hypothalamus containing some nuclei, such as the AVPV, POA, VMH and arcuate nucleus, was isolated with RNeasy mini kit according to the manufacturer’s instructions (QIAGEN, Hilden, Germany). RNAs derived from the hypothalamus of individual were reversetranscribed, labeled with biotin, and analyzed using the GeneChip Mouse Genome 430 2.0 array (Affymetrix, Santa Clara, CA). Arrays in each animal were processed according to the manufacturer’s instructions. Microarray data have been deposited in Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo/ (accession no. GSE47798).

GeneSpring GX 7.3 software (Agilent Technologies, Palo Alto, CA) was used to identify the difference in gene expression between EB- and vehicle-treated neonatal mice. The threshold of gene expression to select candidate genes mediating the effect of the EB treatment on the developing brain was as follows: 2-fold or greater in EB-treated mice than vehicle-treated mice (increased gene expression); 0.5-fold or less in EB-treated mice than vehicle-treated mice (decreased gene expression) at each time point. Those candidate genes were mapped to Entrez Gene IDs and clustered in Gene Ontology (GO) terms (version 1.2, http://www.geneontology.org/) using WEB-based GEne SeT AnaLysis Toolkit (http://bioinfo.vanderbilt.edu/webgestalt/) with the following criteria: reference set for enrichment analysis, mouse genome; statistical method, hypergeometric; multiple test adjustment, Benjamini & Hochberg method; signficance level, less than 0.05; number of genes for a category, equal to or more than two.

We selected 12 genes (3 genes from 3 h, 4 genes from 12 h, and 5 genes from 24 h after EB injection in experimental groups) based on the GO analysis and the known profiles of their potential roles, such as apoptosis, neuroprotection, cell-differentiation, and intra/extracellular component proteins for further investigation in the semiquantitative RT-PCR experiment.

#### Detection of Sex Difference of Gene Expressions in the Hypothalamus by Semiquantitative RT-PCR Analysis

The hypothalamus taken from male and female ICR mice on E16, E18, D0, or D2 was used for semiquantative RT-PCR analysis, according to the results of microarray analysis. Total RNA isolated from the hypothalamus (n=4 in each group) was processed using ISOGEN (Nippon Gene Co., Tokyo, Japan) according to the manufacturer’s instructions. Two μg of RNA was used to reverse transcribe using high-capacity cDNA of the reverse transcription kit RT (Life Technologies, Foster City, CA) in accordance with the instructions. All primer sequences and PCR products are described in Table S1. The following 12 genes were analyzed by semiquantative RT-PCR: transmembrane emp24 domain trafficking protein 2 (*Tmed2*), an intracellular transporter [26]; kinesin light chain 1 (Klc1), an intracellular transporter [27]; neural precursor cell-expressed developmentally down-regulated 4 (*Nedd4*), an ubiquitin ligases [28]; hypocretin (*Hcrt*), an orexigenic peptide [29]; Meis homeobox 2 (*Meis2*), a transcription factor [30]; neurogenic differentiation 6 (*Neurod6*), a neurogenic transcription factor [31]; paired-like homeodomain transcription factor 2 (*Pitx2*), a transcription factor related to neuron differentiation [32]; apolipoprotein D (*Apod*), a local transporter of steroid hormones in the brain [33]; vitronectin (*Vtn*), a glycoprotein supporting axonal growth [34]; prostaglandin D2 (PGD2) synthase (*Ptgds*), a brain-type PGD2 synthase [35]; fibronectin 1 (Fn1), an extracellular matrix protein [36]; insulin-like growth factor 2 (Igf2), a growth factor [37]. Gene expressions of estrogen receptor α (*Est1*) and progesteron receptor (Pgr) were also analyzed as positive controls, because those gene expressions were affected by perinatal steroids [38]. *Est1* and *Pgr* expressions were lower and higher in postnatal male mice than females, respectively, as previously reported (Figure S1). β-Actin (*Actb*) was used as an internal control. RT-PCR for the mRNAs for *Actb* was performed under the following conditions: 95°C for 5 min, and followed by 35 cycles at 94°C for 30 sec, 60°C for 1 min, and 72°C for 1 min using AmpliTaq Gold DNA polymerase (Life Technologies). PCR for *Tmed2*, *Klc1*, *Nedd4*, *Hcrt*, *Meis2*, *Apod*, *Vtn*, *Ptgds*, Fn *1* and *Igf2* was performed under the following conditions: 95°C for 5 min, followed by 30 cycles at 94°C for 30 sec, 60°C for 1 min, and 72°C for 1 min using AmpliTaq Gold DNA polymerase. PCR for *Neurod6* and *Pitx2* was performed under the following conditions: 95°C for 5 min, followed by 30 cycles at 94°C for 30 sec, 62°C for 1 min, and 72°C for 1 min using AmpliTaq Gold DNA polymerase. PCR for *Est1* and *Pgr* was performed under the following conditions: 95°C for 2 min, followed by 30 cycles at 98°C for 20 sec, 60°C for 30 sec, and 68°C for 1 min using KOD-FX (Toyobo Co., Osaka, Japan). mRNA levels of *Tmed2*, *Klc1*, *Nedd4*, *Hcrt*, *Meis2*, *Neurod6, Pitx2*, *Apod*, *Vtn*, *Ptgds*, Fn *1* and *Igf2* were semiquantified using the Image J program (version 1.44o; http://imagej.nih.gov/ij). The intensity was then expressed as a value relative to that of the *Actb* amplicon. 

### Statistical Analysis

Statistical differences in signal intensity examined by the microarry between EB- and vehicle-treated female mice were determined by two-way ANOVA (treatment and time as main factors) followed by the Bonferroni test. Statistical differences in mRNA levels between male and female mice examined by the semiquantitative RT-PCR were also determined by two-way ANOVA (sex and age as main factors) followed by the Bonferroni test.

## Results

### Microarray Analysis of Neonatal Estrogen Effect on Gene Expressions in the Hypothalamus

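Hypothalamic RNA of individual newborn female C57BL/6J mice was measured on 30 GeneChip Mouse Genome 430 2.0 arrays, 3 arrays for each of 10 groups. Each mouse received a subcutaneous injection of estradiol benzoate (EB, an esterified estrogen, 7.5 μg or 5.4 μg/g body weight) or of the oil vehicle, and tissue was taken at 1 of 5 times from 1 h to 24 h later. The paper does not say which mice shared a litter. The deposited values are MAS5 signal intensities on a linear scale. Of the 45037 probe sets that remain without 64 controls, 34945 carried 1 gene symbol in the annotation used here, 932 carried several and 9160 carried none. The median signal of an array ranged from 28.0 to 66.9, and the arrays of the 12 h groups were the brightest. Because the medians differed by over 10%, each array was scaled to the mean of the medians, 41.3, for the comparisons made with limma. Probe sets in the lowest 40% by mean log2 signal were left out, which kept 27022 probe sets of 12388 genes with a mean signal above 21.9. limma was fitted to all 30 arrays as 10 groups, and its p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. No 2 arrays held identical values.

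**Figure D1:**
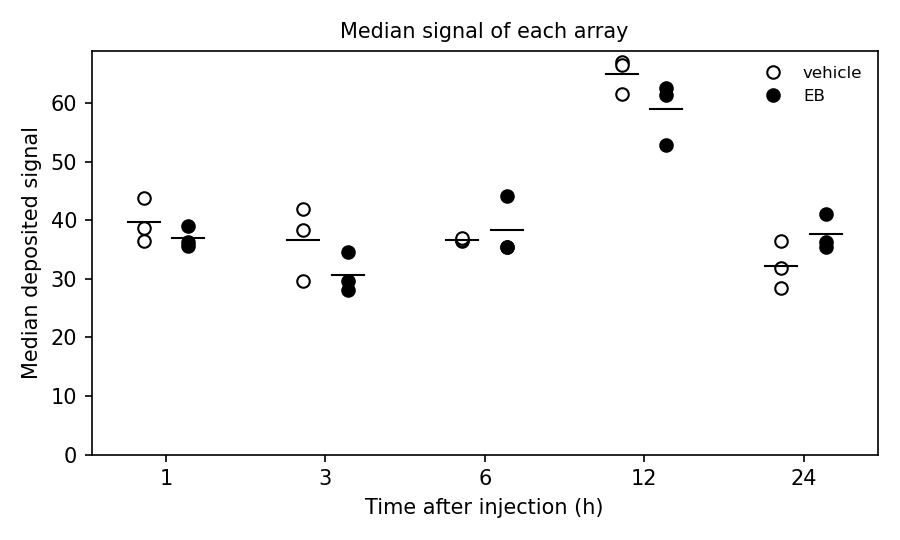
Median deposited signal of each array (y axis, MAS5 signal units) against time after injection (x axis, h), with open circles for vehicle, filled circles for EB and a line at the mean of each group of 3. The medians lie between 28.0 and 66.9, and the arrays of the 12 h groups lie highest.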

To acquire a general overview of gene expression by neonatal EB treatment, transcripts of each time points were plotted in the form of a heatmap (Figures S2 - S6). 

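At 3 h, 102 probe sets were lower and 26 higher in EB-treated mice than in vehicle-treated mice, and at 24 h 592 were lower and 157 higher (adjusted p under 0.05 from limma). The lower probe sets at 3 h, whose genes' other 215 probe sets (6 called lower too) had a median log2 fold change of -0.008 (SD 0.30), included 1 of Dyrk1a, a protein kinase, with a log2 fold change of -2.07 (standard error 0.29, adjusted p = 0.00037 from limma), 1 of Ugcg, the enzyme of glucosylceramide synthesis, at -1.96, and 3 of 4 of Arf2, a GTPase of vesicle transport, at -1.44, -1.24 and -0.83. Among the higher genes at 3 h were Snrnp48, a spliceosome component, at 1.55, and Cxcl1, a chemokine, at 0.89. The lower genes at 24 h included Fmod, which encodes the matrix proteoglycan fibromodulin, at -5.53 (standard error 0.89, adjusted p = 0.00073 from limma), Lyve1, a hyaluronan receptor of lymphatic vessels and some macrophages, at -4.23, Osr1, a transcription factor, at -3.82, Slc6a13, a GABA transporter, at -3.65, and Col1a1, a chain of type I collagen, at -2.96. Without EB 24 h replicate 3 these 5 were at -7.68, -5.58, -5.27, -4.84 and -4.04, and the smallest changes were -4.41 for Fmod and -2.95 for Slc6a13 without EB 24 h replicate 2, and -3.43 for Lyve1, -2.76 for Osr1 and -1.80 for Col1a1 without EB 24 h replicate 1. Among the higher genes at 24 h were Greb1, an estrogen-responsive gene, at 1.17 (standard error 0.21, adjusted p = 0.0017 from limma), Lrrc8d, an anion channel subunit, at 1.27, Tubb2a, a tubulin, at 1.15, and Vip, a neuropeptide, at 0.97. At 1 h, 1 probe set without a gene symbol was lower by limma, and 2332 had an unadjusted p under 0.05. None passed at 6 h or 12 h by limma, where 1626 and 1774 had an unadjusted p under 0.05. The methods' test, adjusted over all probe sets, called 4 at 3 h, 15 at 12 h and 0 at 1 h, 6 h and 24 h. With array weights limma called 47 at 1 h, 36 at 3 h, 23 at 12 h and 1816 at 24 h, and fitted to only the 6 arrays of a time it called 8 at 1 h, 17 at 3 h and 974 at 24 h. The scaled 18S ribosomal RNA control signal was 2410 in the EB 24 h arrays and 1130 in the vehicle 24 h arrays (exact permutation test, two-sided, p = 0.1). On the deposited values without scaling, limma called 120 higher and 74 lower at 24 h, against 246 higher and 375 lower after quantile normalization, and unscaled at 3 h it called 2 higher and 235 lower. Single arrays moved the counts: at 3 h limma called 27 without EB 3 h replicate 3, 37 without vehicle 3 h replicate 2, 77 without vehicle 3 h replicate 1 and 223 without EB 3 h replicate 1, while without vehicle 3 h replicate 3 it called 85 higher and 77 lower, so the excess of lower ones was gone; at 24 h it called 254 without EB 24 h replicate 1, 287 without EB 24 h replicate 2, and 277, 424 and 466 without vehicle 24 h replicates 1, 2 and 3. The Arf2 probe set at -1.44 did not pass without EB 3 h replicate 3 or vehicle 3 h replicate 2 (adjusted p = 0.084 and 0.056 from limma). Cxcl1 did not pass without EB 3 h replicate 2 or 3 (0.082 and 0.18), without vehicle 3 h replicate 1 or 2 (0.099 and 0.092) or without scaling (0.20), nor Vip without EB 24 h replicate 1 or 2 (0.11 for each) or vehicle 24 h replicate 1 or 3 (0.067 and 0.095), all adjusted p from limma.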

Heatmaps showed that a number of genes were down-regulated by 3 h-and 24 h-EB treatment (Figures S2 - S6). Figure 1 shows two peaks 3 h and 24 h after EB treatment in the numbers of down-regulated genes (less than 0.5 fold-change vs vehicle-treated control, Figure 1B), whereas numbers of up-regulated genes (more than 2.0 fold-change vs vehicle-treated control, Figure 1A) were stable through each time point. 

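By the ratio of mean signals of 3 EB and 3 vehicle arrays, without a test, 46 probe sets were at 0.5-fold or less at 3 h and 145 at 24 h, against 11 at 1 h, 28 at 6 h and 7 at 12 h. At 2-fold or more there were 25 at 1 h, 18 at 3 h, 8 at 6 h, 26 at 12 h and 26 at 24 h. Of the probe sets at 0.5-fold or less, 26 at 3 h and 113 at 24 h also passed limma, and these included Klc1 and Ptgds. With an unmoderated p under 0.05, taken on the deposited linear signals, asked for in place of limma, 43 remained at 3 h and 14 at 24 h. Scale and normalization differ between these tests as well as moderation, so the drop at 24 h is not put down to any one of them. Of those at 2-fold or more, 2 at 3 h, Snrnp48 among them, and 14 at 24 h, Greb1 among them, also passed limma. Without scaling, an alternative chosen after the data were seen, 144 probe sets were at 0.5-fold or less at 3 h and 102 at 24 h, while 89 were at 2-fold or more at 24 h. When each array of a time was left out in turn, the numbers at 0.5-fold or less ranged from 14 to 33 at 1 h, 46 to 99 at 3 h, 19 to 73 at 6 h, 11 to 48 at 12 h and 136 to 221 at 24 h, with the highest without EB 1 h replicate 2, EB 3 h replicate 1, vehicle 6 h replicate 1, EB 12 h replicate 2 and EB 24 h replicate 3. Those at 2-fold or more ranged from 27 to 46 at 1 h, 16 to 52 at 3 h, 10 to 37 at 6 h, 13 to 81 at 12 h and 29 to 54 at 24 h, with the highest without vehicle 1 h replicate 1, vehicle 3 h replicate 3, vehicle 6 h replicate 2, EB 12 h replicate 2 and vehicle 24 h replicate 1. With all arrays, 11 at 1 h and 7 at 12 h at 0.5-fold or less lay below their whole ranges. So did 25 at 1 h, 8 at 6 h and 26 at 24 h at 2-fold or more. There the number rose whichever array was left out, so the rise is not credited to 1 array. Without the filter on dim probe sets the numbers at 0.5-fold or less were 1987 at 1 h, 1917 at 3 h, 1739 at 6 h, 1612 at 12 h and 2198 at 24 h, with no peak at 3 h. From the numbers per time point, the paper states that down-regulated genes peaked at 3 h and 24 h and that up-regulated genes were stable.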

Out of a total of 667 Affymetrix probe set IDs, 539 IDs were unambiguously mapped to 478 unique Entrez Gene IDs. The remaining 128 IDs were mapped to multiple Entrez Gene IDs or could not be mapped to any Entrez Gene ID. The 478 unique Entrez Gene IDs were clustered in the GO biological process terms. As shown in Figure 2A, significant regulated 20 gene ontology terms were classified into extracellular matrix/structure organization, some branches of developmental process, branches of the biological regulation and cellular process, and cell proliferation. Of those, 18 genes clustered in the extracellular matrix organization, 72 genes clustered in the anatomical structure formation involved in morphogenesis, 111 genes clustered in the positive regulation of cellular process, and 52 genes clustered in the regulation of cell proliferation were depicted in Figure 2B-E. *Pgr* expression in the EB-treated female hypothalamus was two times higher than vehicle-treated controls (Figure 2 C-E). This is consistent with the previous study [39] in which progesterone receptor expression is higher in male mice than females, but kept low in estrogen receptor α-null male mice. 

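Extracellular matrix genes were lower at 24 h: of 59 measured members of a fixed list, 22 were lower and none was higher by limma (33 lower when adjusted over the list alone), with a median log2 fold change of -0.57. Their set test with camera at a preset correlation gave an adjusted p = 1.4e-19, and an adjusted p = 0.47 with an estimated correlation. Members of the list include genes drawn in Fig. 2, so it is not blind to the paper's result. Of 26 markers of leptomeningeal fibroblasts, the cells of the membranes around the brain, 22 were lower at 24 h (25 when adjusted over the list alone), with a median of -2.05 and adjusted p = 0.27 with an estimated correlation. Of 20 measured cell cycle genes none passed at 24 h by limma (1 higher at an unadjusted p under 0.05), with a median of 0.01. Among 20 endothelial markers 1 was lower, and the median was -0.20 after scaling and 0.03 without it. Of 11 mural cell markers 1 was lower (3 when adjusted over the list alone), with a median of -0.28 after scaling and -0.05 without it, and of 16 pan-neuronal markers 2 were lower (5 over the list alone), with medians of -0.18 and 0.05 (adjusted p = 0.042 and 0.0025 with camera at a preset correlation, 0.61 and 0.73 with an estimated one). Of 17 microglia and macrophage markers 4 were lower, with a mean of -0.77, a median of -0.17 after scaling and 0.06 without it, and an adjusted p = 0.00094 with camera at a preset correlation and 0.61 with an estimated one. With fry, another set test, the adjusted p at 24 h was 0.026 for the matrix list and 0.0079 for the leptomeningeal list. It was 0.89 for cell cycle, 0.35 for endothelial and 0.16 for mural cell genes. For pan-neuronal markers it was 0.24, and for microglia and macrophage markers 0.16. Without scaling the matrix and leptomeningeal medians were -0.34 and -1.82, while the median of all probe sets was 0.22. The mean log2 signal of the leptomeningeal markers, centred over all arrays, was -2.87, -2.85 and -0.69 in the EB 24 h arrays and 0.14, 0.00 and -0.15 in the vehicle 24 h arrays.

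**Figure D2:**
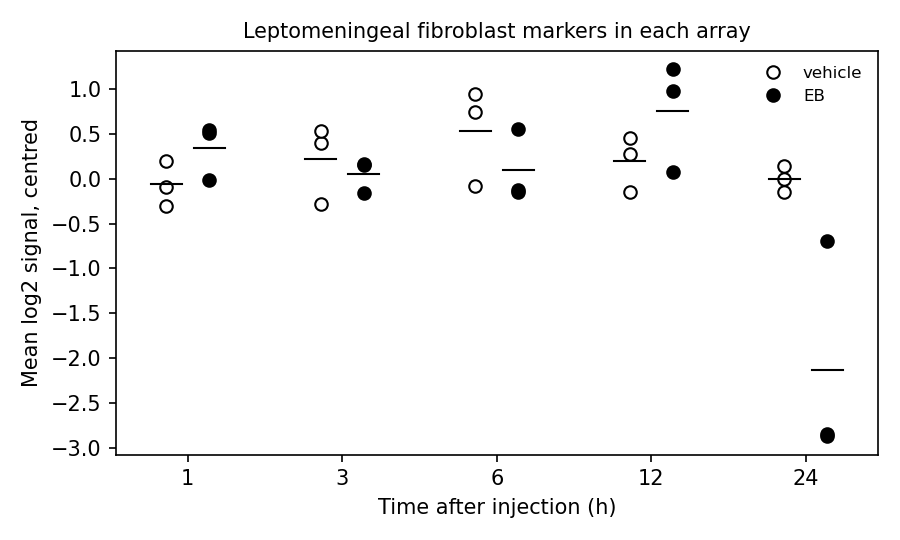
Mean log2 signal of the leptomeningeal fibroblast markers in each array, centred on the mean over all arrays (y axis), against time after injection (x axis, h), with open circles for vehicle, filled circles for EB and a line at the mean of each group of 3. The EB 24 h arrays lie at -2.87, -2.85 and -0.69.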

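Pgr, the progesterone receptor gene, was higher in EB-treated mice averaged over the 5 times, with a log2 fold change of 0.43 (standard error 0.06, adjusted p = 0.003 from limma), a fold of 1.35. It did not pass without scaling, at 0.39 (adjusted p = 0.25 from limma), or by the methods' test, while it passed without each array in turn; a dimmer Pgr probe set had 0.16 (adjusted p = 0.659 from limma). At 24 h the scaled signal was 189 ± 28.6 (SD, n = 3) with EB and 135 ± 11.3 (SD, n = 3) with vehicle, and the fold was highest at 6 h, at 1.63. At single times Pgr did not pass over all probe sets, with an adjusted p = 0.26 at 6 h and 0.06 at 24 h from limma, while adjusted over the list alone these were 0.00027 and 0.013. Its effect did not pass a test of differences between times (adjusted p = 0.55 from limma). Of 15 measured sex steroid receptor and estrogen-responsive genes, 1 was higher at 24 h and none lower (3 higher and 1 lower when adjusted over the list alone). Esr1, the gene of estrogen receptor α, had an averaged log2 fold change of -0.19 (adjusted p = 0.57 from limma) and one of -0.70 at 6 h (adjusted p = 0.52 from limma, 0.016 adjusted over the list alone).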

**Figure 1:**
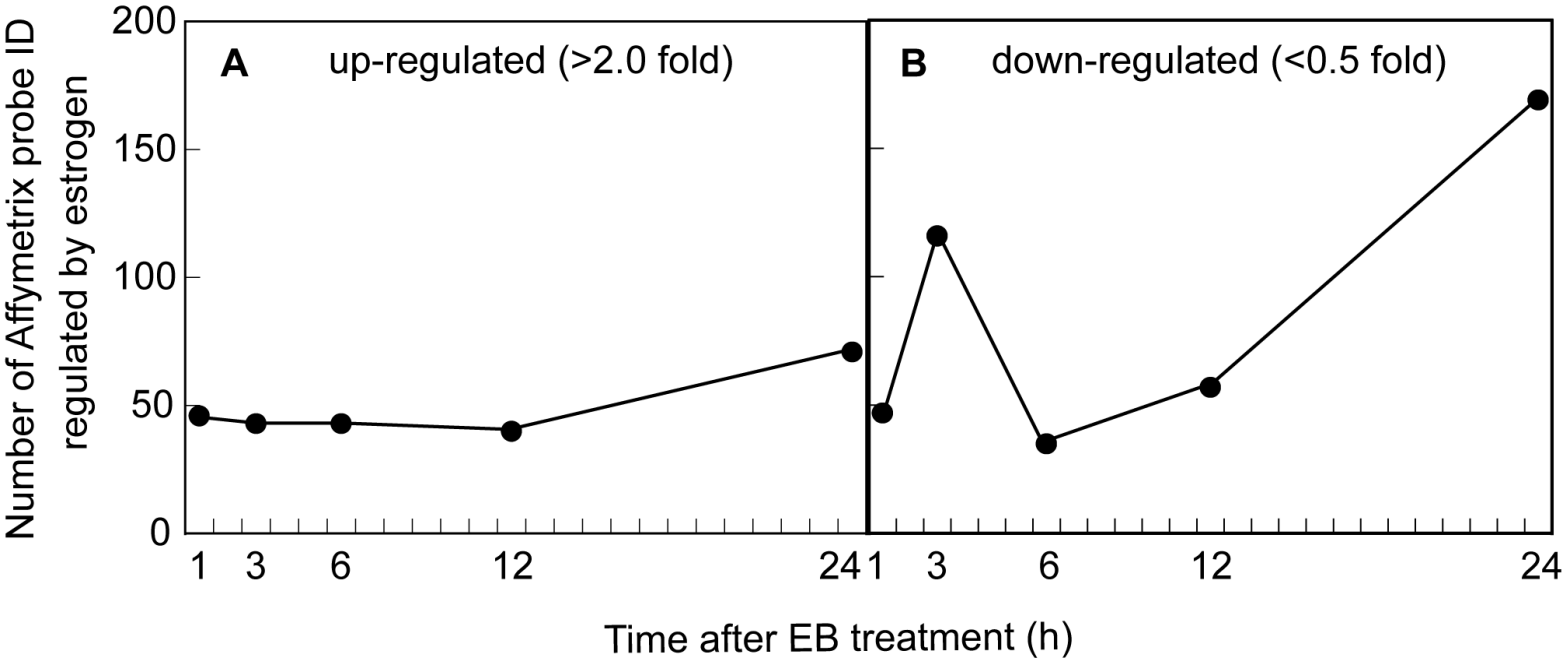
The number of Affymetrix probe ID, expressions of which were increased or decreased by neonatal estradiol bezoate (EB) treatment, in the hypothalamus of female mice. A, Numbers of genes showing a 2-fold or greater expression in EB-treated group compared with vehicle-treated control group; B, Numbers of genes showing a 0.5-fold or less expression in EB-treated group compared with vehicle-treated control group. Female mice were subcutaneously treated with EB (7.5 μg) on the day of birth and then the hypothalamus were collected at either 1, 3, 6, 12,or 24 h after the EB treatment. Difference of gene expression between EB- and vehicle-treated control mice was determined by GeneSpring GX 7.3 software.

**Figure 2:**
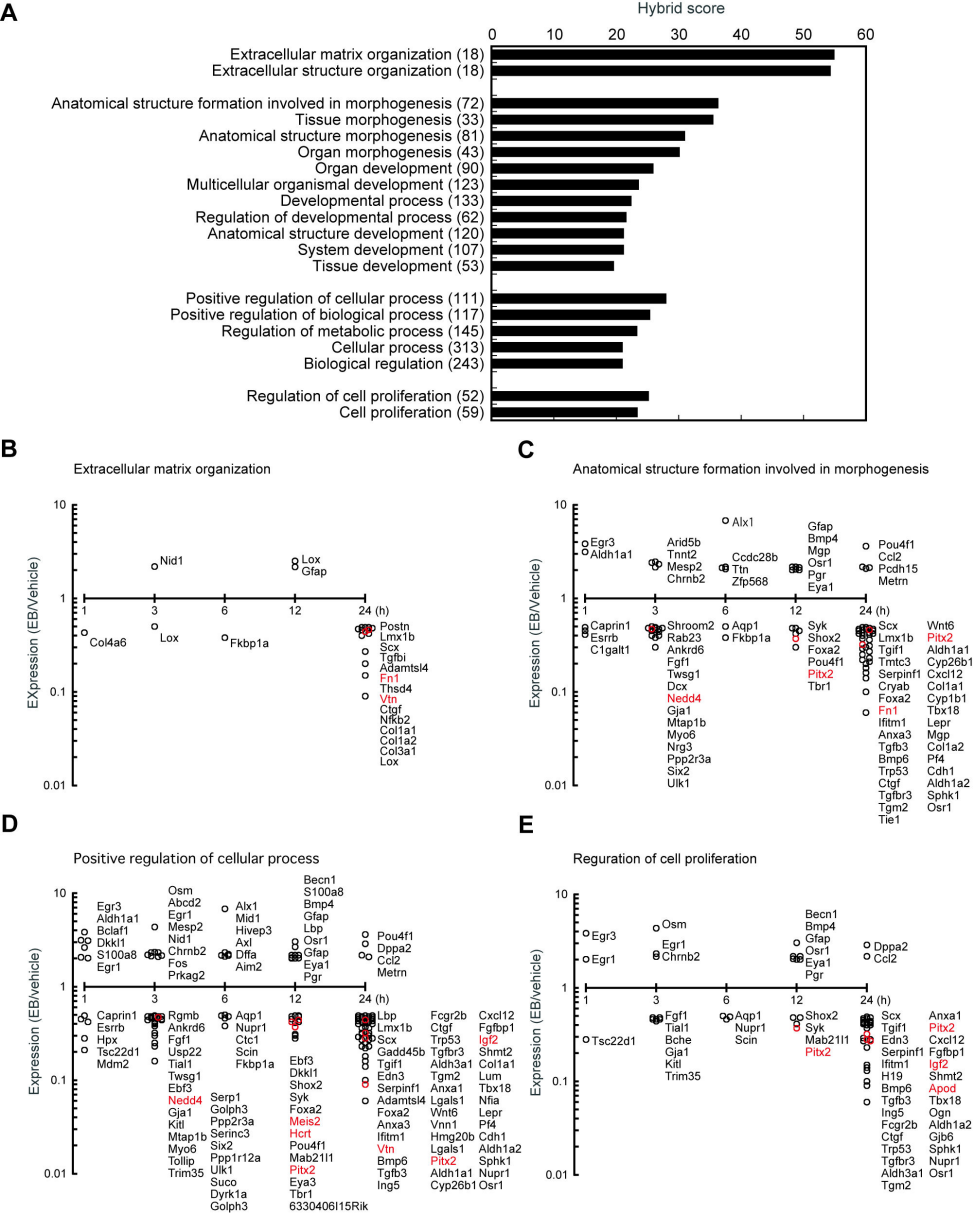
Gene ontology enrichment analysis for the genes differentially expressed between EB- and vehicle-treated neonatal mouse hypothalamus. The whole hypothalamus was collected from neonatal female mice 1, 3, 6, 12, and 24 h after EB or vehicle injection. The 478 unique Entrez Gene IDs were analyzed by a biological process gene ontology analysis. Significant regulated 20 gene ontology terms were shown in A. Time-dependent changes in gene expressions were depicted for 4 representative gene ontology terms such as the extracellular matrix organization (B), anatomical structure formation involved in morphogenesis (C), positive regulation of cellular process (D), and regulation of cell proliferation (E). Gene symbols in red were selected for further investigation to evaluate sex difference in expression levels by a semiquantitative RT-PCR.

Two-way ANOVA analysis (main factors, treatment and time) revealed the significant effects of time (F4,20 = 17.6, P < 0.01) and an interaction between treatment and time (F4,20 = 4.4, P < 0.05) on *Ptgds* expression level in the whole mouse hypothalamus (Figure 3). 

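Ptgds encodes the brain-type prostaglandin D2 synthase, and its brightest probe set gave F values of 2.1 for treatment, 17.6 for time and 4.4 for the interaction on the deposited signals of 30 arrays. By permutation, the adjusted p over 33 tests of 11 genes was 0.25 for treatment, 6.6e-05 for time and 0.025 for the interaction. The unadjusted p of time, 1e-05, is the smallest that the permutations can give. The other Ptgds probe set passed for time (F 12.8) and not for the interaction (F 2.1, adjusted p = 0.28 by permutation). With arrays scaled to one median, chosen after the data were seen, F of time was 6.0 and F of the interaction 7.2 (adjusted p = 0.02 and 0.0062 by permutation). The gene's deposited signal was highest at 12 h in both groups, at 9260 ± 1590 (SD, n = 3) with EB and 8450 ± 748 (SD, n = 3) with vehicle, and the scaled signals there were 6540 ± 1440 and 5380 ± 643. After scaling, the highest group mean with vehicle was 6960 at 3 h. With EB it was 7330, at 1 h and 3 h alike to the digits given.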

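At 24 h the scaled Ptgds signal was 1060 ± 1620 (SD, n = 3) with EB and 6450 ± 551 (SD, n = 3) with vehicle, a log2 fold change of -4.17 (standard error 0.60, adjusted p = 0.00025 from limma). The EB arrays read 135, 116 and 2920, and each lay below every vehicle array (exact permutation test, two-sided, p = 0.1). The log2 fold change was -5.68 without EB 24 h replicate 3, -3.36 without EB 24 h replicate 2 and -3.46 without EB 24 h replicate 1. The other Ptgds probe set had -4.77. The leptomeningeal markers were lower in the same arrays.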

The signal intensity of *Ptgds* gene expressions after 24 h EB treatment was significantly (P < 0.05, Bonferroni) lower than that of vehicle treatment. Two-way ANOVA revealed the significant effects of treatment (F1,20 = 10.5, P < 0.05), time (F4,20 = 21.8, P < 0.01) and an interaction between treatment and time (F4,20 = 12.8, P < 0.01) on the *Hcrt* expression level (Figure 3). 

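Hcrt, the gene of the neuropeptide hypocretin/orexin, gave F values of 10.5 for treatment, 21.8 for time and 12.8 for the interaction. By permutation, the adjusted p was 0.081 for treatment, which did not pass (0.049 before adjustment over 33 tests), 0.0023 for time and 0.00011 for the interaction. After the arrays were scaled, F of treatment was 2.5, F of time 3.7 and F of the interaction 6.5 (adjusted p = 0.19, 0.043 and 0.0074 by permutation). On log2 signals the interaction did not pass (adjusted p = 0.053 by permutation).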

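Hcrt signal 12 h after the injection, scaled, was 67.3 ± 17.8 (SD, n = 3) with EB and 157 ± 10.6 (SD, n = 3) with vehicle. This log2 fold change of -1.26 (standard error 0.34) had an adjusted p = 0.55 over all probe sets from limma and 0.0075 adjusted over the genes named in the paper alone. The paper chose Hcrt from these same arrays, so the second value is not independent evidence. Every EB array was below every vehicle array (exact permutation test, two-sided, p = 0.1, the smallest possible). Pmch, a neuropeptide gene of the lateral hypothalamus, had a log2 fold change of -0.74 at that time (adjusted p = 0.67 from limma).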

The *Hcrt* levels were significantly lower in EB-treated mice than in vehicle-treated mice 12 h after the injection. Two-way ANOVA revealed the significant effects of treatment (F1,20 = 7.4, P < 0.05), time (F4,20 = 5.8, P < 0.05) and an interaction between treatment and time (F4,20 = 2.9, P < 0.05) on the *Tmed2* expression level (Figure 3). 

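The probe set whose values give the paper's F for Tmed2 is listed for several genes in the annotation used here, so its signal is not assigned to a single gene. Its F values were 7.4 for treatment, 5.8 for time and 2.9 for the interaction, with adjusted p of 0.033, 0.0071 and 0.081 by permutation (0.048 for the interaction before adjustment). The interaction passed with scaled arrays, after quantile normalization and on log2 signals (adjusted p = 0.02, 0.014 and 0.04 by permutation), the first of these chosen after the data were seen. Of 5 other probe sets listed likewise, 1 passed for the interaction (F 4.2, adjusted p = 0.04 by permutation). The probe set listed for Tmed2 alone was dim, at a scaled 5.21 ± 4.28 (SD, n = 3) with EB at 3 h and 2.62 ± 1.87 (SD, n = 3) with vehicle, and was below the filter.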

The analysis revealed the significant effects of treatment (F1,20 = 31.6, P < 0.01), time (F4,20 = 25.0, P < 0.01) and an interaction between treatment and time (F4,20 = 13.8, P < 0.01) on the *Klc1* expression level (Figure 3). 

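Klc1 encodes a light chain of the motor kinesin. The probe set that matches the paper gave F values of 31.6 for treatment, 25.0 for time and 13.8 for the interaction, with adjusted p of 0.0097, 6.6e-05 and 0.00016 by permutation. The brightest Klc1 probe set gave F values of 0.6 for treatment and 0.9 for the interaction (adjusted p = 0.59 for each by permutation), and the third 1.7 and 1.3 (0.38 and 0.43).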

The analysis also revealed the significant effects of treatment (F1,20 = 20.0, P < 0.01), time (F4,20 = 15.0, P < 0.01) and an interaction (F4,20 = 11.8, P < 0.01) on the *Nedd4* expression level (Figure 3). 

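Nedd4 encodes a ubiquitin ligase, and the probe set that matches the paper gave F values of 20.0 for treatment, 15.0 for time and 11.8 for the interaction, with adjusted p of 0.012, 0.00016 and 0.00022 by permutation. The brightest Nedd4 probe set gave F values of 0.7 for treatment and 1.5 for the interaction (adjusted p = 0.53 and 0.38 by permutation), while the third gave 15.0 and 7.3 and passed for both (0.017 and 0.0064).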

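In the probe sets that match the paper's F values, Klc1 was lower at 3 h, at a scaled 192 ± 31.7 (SD, n = 3) with EB against 537 ± 65.0 (SD, n = 3) with vehicle, a log2 fold change of -1.49 (standard error 0.17, adjusted p = 4.6e-05 from limma). Nedd4 was lower at 3 h by a log2 fold change of -1.03 (standard error 0.12, adjusted p = 5.9e-05 from limma), and the probe set listed for Tmed2 among several genes by -1.05 (standard error 0.21, adjusted p = 0.015 from limma). At 1 h the log2 fold changes were -0.81 for Klc1, -0.39 for Nedd4 and -0.32 for that probe set, and none passed over all probe sets (adjusted p = 0.099, 0.34 and 0.70 from limma). Adjusted over the genes named in the paper alone, Klc1 (0.00066) and Nedd4 (0.026) passed at 1 h by limma. The paper chose both genes from these same arrays, so these passes are not independent evidence. The probe set listed for Tmed2 among several genes did not pass at 3 h without EB 3 h replicate 3 or without vehicle 3 h replicate 2 (adjusted p = 0.19 and 0.074 from limma). The brightest probe sets had log2 fold changes at 3 h of 0.04 for Klc1 and -0.01 for Nedd4 (adjusted p = 0.90 and 0.97 from limma), and the third ones of -0.15 and -0.48 (adjusted p = 0.649 and 0.0655 from limma). The brightest Nedd4 probe set was lower at 24 h, at -0.32 (adjusted p = 0.028 from limma), but not without scaling (-0.09, adjusted p = 0.70), after quantile normalization (0.073), without the filter (0.053), without EB 24 h replicate 1, 2 or 3 (0.058, 0.12 and 0.08) or without vehicle 24 h replicate 1 or 2 (0.13 and 0.11).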

The *Tmed2*, *Klc1* and *Nedd4* levels were significantly lower in EB-treated mice than vehicle-treated mice 1 and 3 h after the injection. 

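Fn1 (fibronectin), Vtn (vitronectin), Apod (apolipoprotein D), Igf2 (a growth factor) and Meis2 (a homeobox transcription factor) varied with time on the deposited signals. F of time was 12.3 for Fn1, 18.8 for Vtn and 13.2 for Igf2 (adjusted p = 6.6e-05 for each by permutation), 6.7 for Apod (0.0025) and 4.4 for Meis2 (0.038). With arrays scaled to one median, F of time was 4.2 for Fn1, 6.7 for Vtn, 3.7 for Apod, 4.8 for Igf2 and 0.5 for Meis2, which no longer passed (adjusted p = 0.81 by permutation).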

Two-way ANOVA analysis revealed a significant effect of time on the expression levels of *Meis2* (F4,20 = 4.4, P < 0.05), Fn *1* (F4,20 = 12.3, P < 0.01), *Vtn* (F4,20 = 18.8, P < 0.01), *Apod* (F4,20 = 6.7, P < 0.01), and *Igf2* (F4,20 = 13.2, P < 0.01) genes in the hypothalamus of perinatal mice. The analysis revealed no significant effect of treatment and time on the expression levels of *Neurod6* and *Pitx2* genes in the hypothalamus of perinatal mice.

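Neurod6, a neuronal transcription factor, gave F values of 2.2 for treatment, 1.1 for time and 1.0 for the interaction. The adjusted p by permutation was 0.036 for treatment, 0.47 for time and 0.54 for the interaction. On log2 signals treatment did not pass (0.053), while it was just under the threshold after quantile normalization (0.045) and with scaled arrays (0.047). One vehicle 6 h array read a scaled 899 against 112 and 102 in the others of that group. EB 12 h replicate 1 read 9.22 against 68.4 and 70.2, and EB 24 h replicate 3 read 10.3 against 117 and 106. No single time passed by limma, with a lowest adjusted p = 0.61 at 24 h. One further gene named in the sentence was not analysed here.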

**Figure 3:**
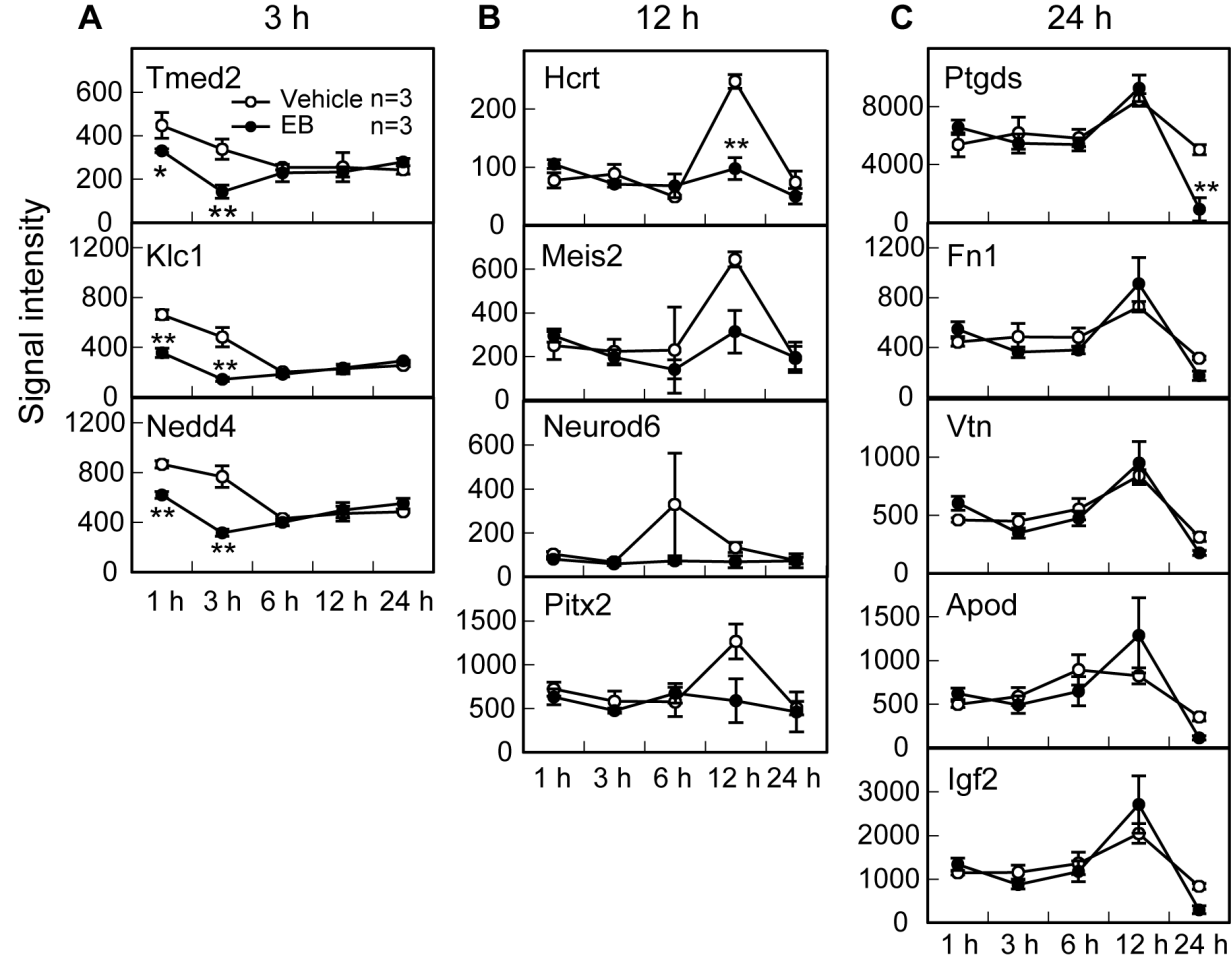
Changes in expressions of *Tmed2*, *Klc1*, *Nedd4, Hcrt*, *Meis2*, *Neurod6*, *Pitx2, Ptgds*, *Vtn*, Fn *1*, *Apod*, and *Igf2* genes in the female mouse hypothalamus 3 h (A), 12 h (B), or 24 h (C) after the EB treatment. Values in EB-treated (solid circle) and vehicle-treated controls (open circle) are indicated as signal intensity in microarray hybridization. Values are means±SEM. Values marked with asterisks (* or **) are significantly different from vehicle-treated controls at each time point (P < 0.05 or P < 0.01, two-way ANOVA (treatment and time as main factors) followed by the Bonferroni test).

#### Sex Difference in Candidate Gene Expressions in Perinatal Mice

Two-way ANOVA analysis (main factors, sex and age) revealed the significant effects of sex (F1,24 = 5.1, P < 0.05) on *Ptgds* expression level in the whole mouse hypothalamus (Figure 4). The analysis revealed the significant effects of sex (F1,24 = 5.6, P < 0.05), age (F3,24 = 15.5, P < 0.01) on the *Hcrt* expression level (Figure 4). The *Ptgds* and *Hcrt1* levels were significantly lower in male than female mice. The analysis revealed the significant effects of sex (F1,24 = 15.6, P < 0.01), age (F3,24 = 6.5, P < 0.01) and an interaction between sex and age (F3,24 = 4.4, P < 0.05) on the *Tmed2* expression level (Figure 4). *Tmed2* levels were significantly lower in male than female mice at E16 and D0. The analysis showed the significant effects of age (F3,24 = 7.9, P < 0.01) and an interaction (F3,24 = 4.8, P < 0.01) on the *Nedd4* expression level (Figure 4). The *Nedd4* levels were significantly lower in male than female mice at D0, whereas the levels were significantly higher in male than in female mice at E18. The analysis showed the significant effects of age (F3, 24 = 4.1, P < 0.05) on the *Pitx2* expression level. Two-way ANOVA analysis disclosed no significant effect of sex and age on the expression levels of *Klc1*, *Meis2*, *Neurod6*, Fn *1*, *Vtn*, *Apod*, and *Igf2* genes in the hypothalamus of perinatal mice. *Pgr* expression was significantly higher in the hypothalamus of D2 male mice than age-matched females, whereas *Esr1* expression was significantly higher in females than age-matched males (Figure S1).

**Figure 4:**
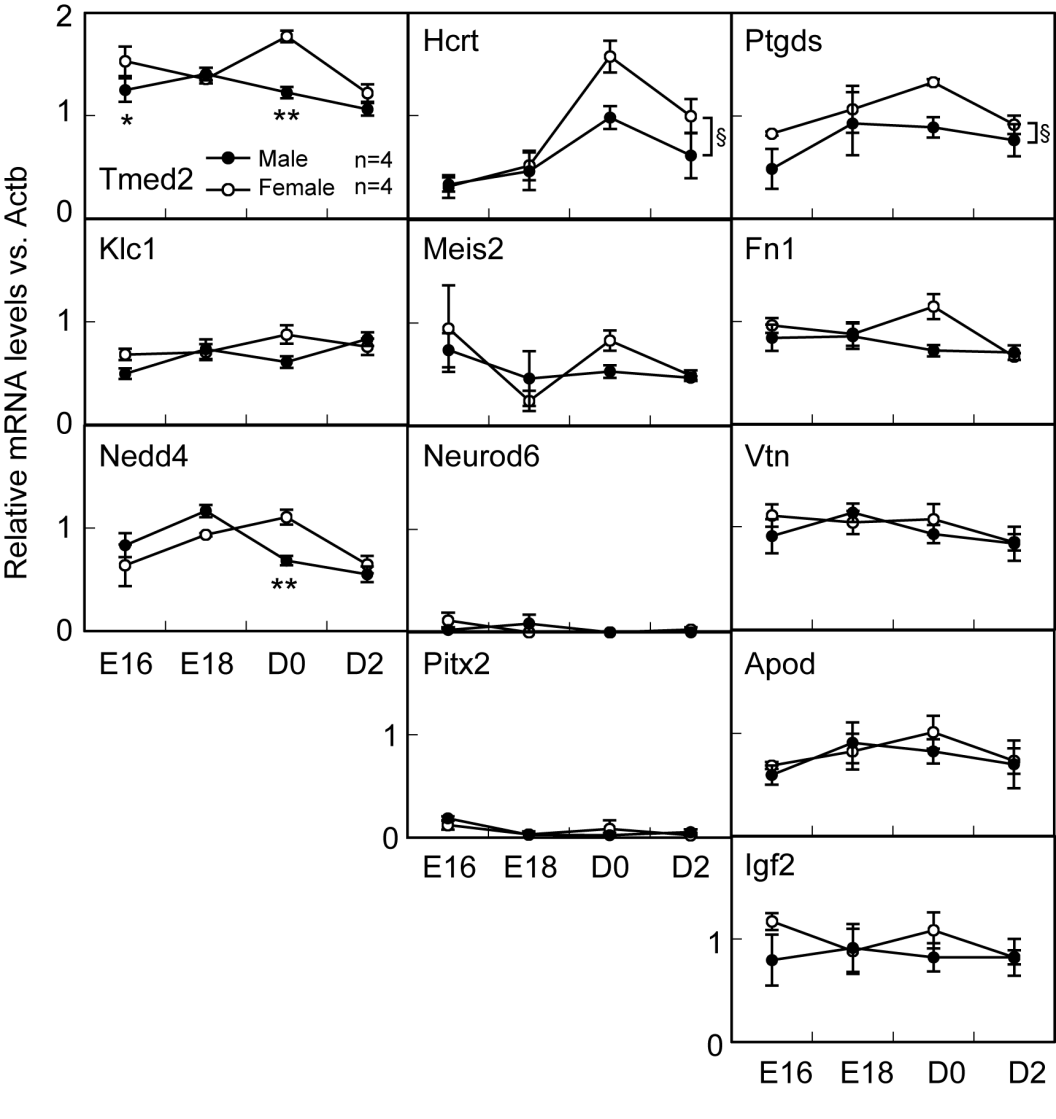
Expressions of *Tmed2*, *Klc1*, *Nedd4, Hcrt*, *Meis2*, *Neurod6*, *Pitx2, Ptgds*, *Vtn*, Fn *1*, *Apod*, and *Igf2* genes in the hypothalamus of perinatal intact male and female mouse at embryonic day 16 (E16), E18, the day of birth (D0), and two days after the birth (D2). mRNA levels of these genes were determined semiquantitatively by RT-PCR followed by analysis with Image J from NIH. Gene expression levels in intact male (solid circle) and female hypothalamus (open circle) were indicated in relation to *Actb*. Values are means±SEM. Values marked with asterisks (* or **) are significantly different from female mice at each time point (P < 0.05 or P < 0.01, two-way ANOVA (sex and age as main factors) followed by the Bonferroni test). Section signs indicate significant effect between sex as a main factor of two-way ANOVA.

## Discussion

In the present study a large-scale analysis was made of changes in gene expression in the brain induced by neonatal estrogen treatment in female mice. The results obtained by this approach may provide directions for future investigations into the understanding of the mechanism underlying the sexual differentiation of the brain. We found that more than one hundred genes were down-regulated by neonatal estrogen in a biphasic manner with peaks 3 h and 24 h after estrogen treatment, while forty to seventy genes were constantly up-regulated 1-24 h after estrogen treatment. We focused on down-regulated genes to identify the candidate genes related to brain sexual differentiation, and then found that expressions of some genes were lower in the neonatal male mice than females. We selected the 12 genes based on their known profiles of potential roles, such as neuronal death/neuroprotection and neuronal development (Figure 3). Among these 12, expressions of 4 genes (*Tmed2*, *Nedd4*, *Hcrt*, and *Ptgds*) in neonatal male hypothalamus were lower than those in females, suggesting that the gene expressions are down-regulated by endogenous estrogen at the neonatal stage in a physiological condition. Indeed, the 4 genes were not listed in the previous microarray study, which reported that over fifty genes showed differential expression between the brains of male and female mice at embryonic 10.5 days before any gonadal hormone influence [35]. Thus, the lower expression of the candidate genes in the male mouse hypothalamus could be due to the influence of perinatal androgen secretion.

Expression of *Ptgds*, a gene encoding brain-type PGD2 synthase, was down-regulated 24 h after estrogen treatment and lower in the perinatal male mice compared with females. The *Ptgds* located in the rostral POA close to the AVPV was down-regulated by estrogen in adult female mice [40]. Hadjimarkou et al. showed that the PGD2 synthase expression in the ventrolateral POA was down-regulated by estrogen in adult female rats [41]. They also demonstrated that there is a sex difference in the PGD2 synthase expression in adult rats and suggested that organizational effects of gonadal hormones caused this sex difference. *In vitro* study suggested that PGD2 plays a neuroprotection role in the primary cultured hippocampal cells taken from embryonic day 18 female rats [42]. The AVPV, a sexual dimorphic nucleus, has been acknowledged to be responsible for the sexual dimorphism of GnRH/LH surge system [21,24]. It is, therefore, speculated that *Ptgds* could be involved in defeminizing the sexual dimorphic nuclei such as the AVPV in mice. *Hcrt*, a gene encoding hypocretin/orexin, could be a candidate gene involved in sexual differentiation of the brain in mice, because the gene expression was down-regulated 12 h after estrogen treatment and lower in perinatal male mice compared with females. Hypocretin/orexin, an orexigenic peptide, has also been reported to play a neuroprotective role in the primary cultured cortex neuron of embryonic day 17 rats [43]. Thus, it is possible that *Hcrt* could be involved in the brain sexual differentiation of the mouse brain by its neuroprotectional effect. 

The lower expressions of *Tmed2* and *Nedd4* in D0 male mouse hypothalamus than females were consistent with the results obtained by the current microarray analysis, which shows expressions of these genes were down-regulated by neonatal estrogen treatment. The functions of these genes have been reported as follows: *Tmed2* reportedly encode an intracellular transporter protein [26]; *Nedd4* has been found to encode an ubiquitin ligase [28]. Considering the known functions of these genes, *Tmed2* and *Nedd4* may have a potential function related to the brain sexual differentiation. We found no sex difference in expressions of *Klc1*, *Meis2*, *Neurod6*, *Pitx2*, Fn *1*, *Apod*, *Vtn*, and *Igf2* in the hypothalamus of perinatal mice, although the gene expressions were lower in EB-treated female mice than those of vehicle-treated controls in microarray analysis. In this case, the EB treatment may have caused extra-physiological effects on these genes. It is unlikely that *Klc1*, *Meis2*, *Neurod6*, *Pitx2*, Fn *1*, *Apod*, *Vtn*, and *Igf2* are involved in brain sexual differentiation.

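At 24 h the scaled signal of Apod was 123 ± 50.4 (SD, n = 3) with EB and 448 ± 62.1 (SD, n = 3) with vehicle, a log2 fold change of -1.93 (standard error 0.36, adjusted p = 0.0024 from limma). Igf2 had a log2 fold change of -1.85, Fn1 of -1.15 and Vtn of -1.05 (adjusted p = 0.0012, 0.014 and 0.0096 from limma). By the methods' test, adjusted over the times and not over probe sets, Apod, Igf2, Fn1 and Vtn did not pass at 24 h. The lowest adjusted p of that test among these genes was 0.8, for Igf2. Fn1 did not pass without scaling (0.058), without EB 24 h replicate 1 or 2 (0.11 and 0.10) or without vehicle 24 h replicate 1 or 2 (0.074 and 0.059), all adjusted p from limma. Vtn did not pass without scaling (0.073), without EB 24 h replicate 1 or 2 (0.084 and 0.056) or without vehicle 24 h replicate 1 (0.052). The dimmer probe sets of Apod (-1.84) and Vtn (-1.20) passed, and those of Fn1 (-0.45) and Igf2 (-1.18) did not (adjusted p = 0.242 and 0.0613 from limma). Meis2 at 12 h had -1.10 (adjusted p = 0.84 from limma). The first 4 of these genes were lower in the arrays with low leptomeningeal markers.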

Most of the above-mentioned genes, such as *Ptgds*, *Hcrt*, *Tmed2* and *Nedd4*, showed lower expressions in male mice at D0 than females. The down-regulation of these genes at D0 in male mice could be due to estrogen converted from perinatal androgen. This notion is consistent with the previous studies showing that the serum testosterone level at 0-4 hr after the birth is higher in male mice than females [44]. McCarthy [45] previously suggested that γ-aminobutyric acid (GABA), glutamate, and prostaglandin E2 could be involved in brain sexual differentiation. However, our microarray analysis did not find that neonatal estrogen affects the expressions of *Gad* encoding glutamic acid decarboxylase: a GABA synthase, and *Ptgs2* encoding prostaglandin-endoperoxide synthase 2 (Cox-2): a prostaglandin synthase. 

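Gad1, which encodes the larger glutamic acid decarboxylase, had log2 fold changes from -0.25 at 24 h to 0.17 at 6 h, and its lowest adjusted p was 0.28 from limma. Gad2, which encodes the smaller one, lay between -0.19 and 0.25, with a lowest adjusted p = 0.71 from limma. Ptgs2, which encodes Cox-2, was below the filter, with a scaled signal of 1.64 ± 0.943 (SD, n = 3) with EB and 6.42 ± 3.44 (SD, n = 3) with vehicle at 24 h (adjusted p = 0.30 from limma fitted without the filter). Of 12 measured genes of prostaglandin synthesis and reception, 1, Ptgds, was lower at 24 h and none was higher by limma. Slc6a13, a GABA transporter listed with the leptomeningeal markers, was lower at 24 h, at -3.65. Of 7 other listed genes of GABA and glutamate synthesis and transport none passed at 24 h by limma (1 lower at an unadjusted p under 0.05), with a median log2 fold change of -0.17 after scaling and 0.06 without it.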

The current study evaluated sex differences in gene expressions in the whole hypothalamus in mice, while McCarthy tested sex differences in gene and protein expressions in the discrete hypothalamic regions, such as POA, in rats. The discrepancy between their study and ours could be due to the difference in the brain region and species.

It has been suggested that sexual differentiation of the POA in the rodent is mediated by the complex interplay of diverse hormonally regulated mechanisms, including cell survival and death, neurogenesis, cell morphological differentiation, as well as epigenetic control of gene expression [46]. Epigenetic programming in the developmental period is suggested to be involved in the sex difference (higher in female than male) in estrogen receptor α expression in the rat POA [47]. Bax-mediated apoptosis is known to cause sexual differentiation in cell number of sexually dimorphic nuclei, such as the AVPV and the bed nucleus of the stria terminalis [48]. It is possible that the above-mentioned genes, such as *Ptgds*, *Hcrt*, *Tmed2* and *Nedd4*, could be involved in an epigenetic or apoptotic mechanism underlying sexual differentiation of the neonatal brain.

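No extracellular matrix gene of the fixed list was higher with EB at any of the 5 times by limma, and at 12 h 10 of 59 were higher at an unadjusted p under 0.05. The median log2 fold change of that list was 0.15 at 1 h, -0.09 at 3 h, -0.17 at 6 h and 0.31 at 12 h. The 12 h shift had an adjusted p = 5e-11 with camera at a preset correlation and an adjusted p = 0.61 with an estimated correlation. Leptomeningeal markers had a median of 0.57 at 12 h (adjusted p = 2.2e-08 at the preset and 0.63 at an estimated correlation), and microglia and macrophage markers one of 0.36 (3.8e-07 and 0.57). Of 20 cell cycle genes none was higher at any time by limma, with at most 1 higher at an unadjusted p under 0.05. This list is not the proliferation group of Fig. 2, which holds Pgr; that group, morphogenesis and regulation of cellular process were not tested here.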

We found that expression of some genes related to the extracellular organization, morphogenesis, regulation of cellular process and cell proliferation were up-regulated by neonatal EB treatment in female mice (Figure 2). This indicates that the genes could be involved in the sexual differentiation of the brain. Further studies are required to address this issue.

In summary, the present study demonstrated that neonatal estrogen affected expressions of a number of genes in the developing mouse brain. Expressions of some candidate genes, such as *Ptgds* and *Hcrt* in the hypothalamus were down-regulated by neonatal estrogen treatment in female mice, which is consistent with the sex difference of these gene expressions: lower in neonatal intact male mice than females. Thus, *Ptgds* and *Hcrt* could be candidate genes, which may mediate the effect of perinatal estrogen responsible for brain sexual differentiation. Further studies are required to closely investigate the precise mechanism of the candidate genes. 

## Supporting Information

Figure S1 **Expressions of Esr1 and Pgr genes in the hypothalamus of perinatal intact male and female mouse at E16, E18, D0, and D2.** mRNA levels of these genes were determined semiquantitatively by RT-PCR followed by analysis with Image J from NIH. Gene expression levels in intact male (solid circle) and female hypothalamus (open circle) were indicated in relation to *Actb*. Values are means±SEM. Values marked with asterisks (* or **) are significantly different from those in female mice (P < 0.05 or P < 0.01), two-way ANOVA (sex and age as main factors) followed by the Bonferroni test).
(TIF) Click here for additional data file.

Figure S2 **Transcriptional response to 1-h estradiol benzoate (EB) treatment in the hypothalamus of neonatal female mice.** Heat map shows the hierarchical clustering of 93 Affymetrix probe ID either increased or suppressed by 2-fold or more in the whole hypothalamus of neonatal female mice 1 h after subcutaneous EB injection compared with vehicle injection. Each column represents a individual mouse and each row represents a single Affymetrix probe ID. Red indicates increased gene expression while green indicates decreased gene expression relative to median of vehicle treated controls, as indicated in the scale bar.
(TIF) Click here for additional data file.

Figure S3 **Transcriptional response to 3-h EB treatment in the hypothalamus of neonatal female mice.** Heat map shows the hierarchical clustering of 159 Affymetrix probe ID either increased or suppressed by 2-fold or more in the whole hypothalamus of neonatal female mice 3 h after subcutaneous EB injection compared with vehicle injection. See Figure S2 for details.
(TIF) Click here for additional data file.

Figure S4 **Transcriptional response to 6-h EB treatment in the hypothalamus of neonatal female mice.** Heat map shows the hierarchical clustering of 78 Affymetrix probe ID either increased or suppressed by 2-fold or more in the whole hypothalamus of neonatal female mice 6 h after subcutaneous EB injection compared with vehicle injection. See Figure S2 for details.
(TIF) Click here for additional data file.

Figure S5 **Transcriptional response to 12-h EB treatment in the hypothalamus of neonatal female mice.** Heat map shows the hierarchical clustering of 97 Affymetrix probe ID either increased or suppressed by 2-fold or more in the whole hypothalamus of neonatal female mice 12 h after subcutaneous EB injection compared with vehicle injection. See Figure S2 for details.
(TIF) Click here for additional data file.

Figure S6 **Transcriptional response to 24-h EB treatment in the hypothalamus of neonatal female mice.** Heat map shows the hierarchical clustering of 240 Affymetrix probe ID either increased or suppressed by 2-fold or more in the whole hypothalamus of neonatal female mice 24 h after subcutaneous EB injection compared with vehicle injection. See Figure S2 for details.
(TIF) Click here for additional data file.

Table S1 **Sequence of primers used for RT-PCR.**
(DOC) Click here for additional data file.

# Supplementary material for: Microarray Analysis of Perinatal-Estrogen-Induced Changes in Gene Expression Related to Brain Sexual Differentiation in Mice
**Source:** PLoS One. 2013 Nov 4;8(11):e79437. doi: 10.1371/journal.pone.0079437
**Supplement:** Table S1 — Sequence of primers used for RT-PCR.

**Table S1**. **Sequence of primers used for RT-PCR**

| Genes | Oligonucleotide primer sequences (5’3’) |  | Product size (bp) |
| --- | --- | --- | --- |
|  | Forward | Reverse |  |
| *Tmed2* | TACACATTTGCAGCCCACAT | TCCCGGACTTCCATGTACTC | 226 |
| *Klc1* | CCTGGTGGAAGAGAAATCCA | CTGTACACCAGGGCCAAGAT | 608 |
| *Nedd4* | CCCTGATAAGCTGCCAAGAG | AGCATGGTGGTGGCTAAATC | 299 |
| *Neurod6* | GGTCCCAAGAGAGGATCACA | ATTCGGGCATTACGACAGAC | 288 |
| *Hcrt* | GGGTATTTGGACCACTGCAC | AGTTCGTAGAGACGGCAGGA | 218 |
| *Pitx2* | CCTCACCCTTCTGTCACCAT | CACCATGCTGGACGACATAC | 634 |
| *Meis2* | CACCCGTTGTTTCCTCTGTT | TTGTGGAGGAGCCTGAAAGT | 378 |
| *Apod* | CCACAGCCAAAGGACAAAAT | TGGCTTCACCCTTTACTTGG | 236 |
| *Vtn* | AGTGGAGCAACAGGAGGAGA | CTCAATGCCCCAGACATCTT | 219 |
| *Ptgds* | AGTGGTGGAGGCCAACTATG | CCAGCCCTCTGACTGACTTC | 245 |
| *Fn1* | AATGGAAAAGGGGAATGGAC | CTCGGTTGTCCTTCTTGCTC | 243 |
| *Igf2* | GTCGATGTTGGTGCTTCTCA | AAGCAGCACTCTTCCACGAT | 194 |
| *Esr1* | ACCGCCCATGATCTATTCTG | TTCCTGTCCAGGAGCAAGTT | 270 |
| *Pgr* | CCTTACCATGTGGCAAATCC | AAATTCCACAGCCAGTGTCC | 322 |

How the deposited data were processed for this re-analysis (not part of the article)

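The hypothalamus of individual newborn female mice was measured on 30 arrays, 3 for each of 10 groups of EB or vehicle at 1, 3, 6, 12 and 24 h. The authors deposited MAS5 signal intensity values on a linear scale; the version of the software and any scaling are not given in the sources used here. The arrays' medians, from 28.0 to 66.9, show that the deposited intensities are not on one scale between arrays. No array column was left without a sample (0 columns).

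From these values, log2 signals were taken after each array was scaled to the mean of the medians and signals under 1 were set to 1. Control probe sets were left out, and so was the lowest 40% by mean log2 signal. limma 3.58.1 in R 4.3.3 was fitted to all 30 arrays as 10 groups with eBayes and a trend, and Benjamini-Hochberg adjustment covered the 27022 probe sets kept. For the paper's genes the two-factor F was computed on the deposited signal, with p from 100000 permutations in numpy 2.4.6 and adjustment over all tests. Of the 12 genes, 11 were analysed and the other one is not reported here. Counts at 2-fold or 0.5-fold used the ratio of mean scaled signals. Gene lists were written before the data were examined, but after Fig. 2 and Fig. 3 were seen, and were tested with camera at a correlation of 0.01, with an estimated correlation, and with fry, each gene by its brightest probe set.

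Genes named in the text are those the paper names, by their brightest probe set and the one that gives the paper's F values, and at each time up to 15 higher and 15 lower genes with the largest change among those that passed with non-overlapping groups. Symbols came from the platform's annotation, and 0 were changed when updated by gene identifier. All 30 arrays read high for Xist and low for Y-linked genes. Simulated data with 200 changed probe sets of 27022, for EB against vehicle at 3 h, were used to test the fit: 38% of the changes of 1.5-fold, 90% of 2-fold, 98% of 3-fold and 100% of 4-fold were recovered. These rates describe the simulated data only. In the real data the 3 h count ranged from 27 to 223 when each array was left out in turn. Alternatives covered normalization, low signals, filters, array weights, the replicate number, the arrays in the fit, the methods' test and leaving out each array. Gene Ontology enrichment was not repeated, since no annotation of terms was used here.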

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

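All tests of explanations below were chosen after the results were seen; the counts over other splits of the samples were planned before.

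The EB effect differed between times at 257 probe sets. Of 100 splits of the arrays within times, 2 gave as many, the real one included, and the highest of the others gave 277, so chance is excluded at a share under 0.05, but a split as large exists. The averaged effect, 20 probe sets, was reached by 1 of 100 splits, the real one, with 7 as the highest other. For single times only 10 splits exist, too few for a share under 0.05: at 1 h the real count was 1 and the highest other 3, with 4 splits as large; at 3 h 128 and 7, with 1; at 6 h 0 and 0, with 10; at 12 h 0 and 26, with 10, so the 12 h arrays may share a structure other than treatment, which was not identified; and at 24 h 749 and 1, with 1. Of the 545 genes changed at 24 h, 538 are not named in the paper's text, nor are 15 of the 18 genes of the averaged effect.

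The effect on leptomeningeal genes differed between 12 h and 24 h, with a median log2 difference of -2.5 over 26 genes and a p of 0.00032 from fry in limma (adjusted over the 10 pairs of times, as this pair was picked after the values were seen, 0.0032, and 0.05 from camera with an estimated correlation); in the EB 24 h arrays all 3 leptomeningeal scores lay below those of the vehicle arrays, and Ptgds, an abundant gene of the list, was at a scaled 1060 with EB and 6450 with vehicle. At 24 h fewer non-neural cells of every kind is argued against, since the lower of the endothelial and mural medians was -0.28, although 4 of 17 microglia and macrophage markers were lower too, with a mean of -0.77. Less leptomeningeal tissue in the EB 24 h samples may contribute: over the other times these genes varied together within groups with a median correlation of 0.76, against at most 0.23 in 1000 random lists (10 of the 28 genes also stand in other lists, and the paper names Ptgds and Igf2). Arrays prepared apart cannot be told apart from the treatment, as 18S signal was 2.14 times higher with EB and each group lies on one side. High 18S signal alone did not go with low leptomeningeal markers. At 6 h the scaled 18S signal averaged 2010 with EB and 2150 with vehicle, and the mean leptomeningeal scores were 0.10 and 0.53. These values do not decide whether the 24 h groups were prepared apart. An EB effect on the leptomeninges stays open.

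At 3 h the 102 lower probe sets had a median of -0.79, while 215 other probe sets of the same genes, 6 of them also called lower, had a median of -0.008 (SD 0.30). For these genes as a set, this argues against a fall of whole transcripts as large as -0.79. The median of the other probe sets lay farther from -0.79 than that SD, and 52% of them were below 0. Whether the whole transcripts were lower by less stays open, since the bound written for this test, -0.20, was passed by 0.19, less than that SD. Degraded RNA is argued against by a ratio of 1.03 between the groups' Gapdh 3'/5' ratios. An order of the arrays shared with time stays open. Of these probe sets, 97% were also lower in vehicle 6 h than in vehicle 1 h arrays, against 50% of all. Those mice differ in age and hours after injection as well as in any order of the arrays. This share therefore cannot tell an order of the arrays from a change with time in the mice. A change in the part of the transcript measured stays open and was not tested.

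For Hcrt at 12 h, brightness of the arrays is argued against, since the log2 fold change was -1.26 with scaling and -1.40 without. Whether the EB samples held less lateral hypothalamus cannot be told apart from an EB effect: the deviations of Hcrt and Pmch correlated at 0.32 (Pearson, permutation p = 0.24, and 0.47 without the 2 arrays farthest from the median) and 0.46 (Spearman, permutation p = 0.04), and Pearson's value lies between the bounds set for and against it.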

How the results depend on the processing

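Alternatives are those set in advance except where said. The counts depended on processing at every time with calls, and no named effect reversed under any alternative run. The cause of each change was not tested. Of the effects on named genes, 2353 comparisons without 1 array kept their side of the threshold and 407 lost it. For an effect at a single time, only 6 of the 30 arrays left out belong to that time. Effects that did not pass with all arrays, such as Hcrt at 12 h and Klc1 at 1 h, count as kept too. The share kept is therefore not a measure of stability to the arrays of a time. Without the genes of 5 non-neural lists, chosen after the data were seen, 667 probe sets passed at 24 h, and without EB 24 h replicate 3 and EB 12 h replicate 1 together, chosen likewise, 30 list shifts were called, as with all arrays. limma called 1, 128, 0, 0 and 749 probe sets at 1, 3, 6, 12 and 24 h, 20 for the averaged effect and 257 for the interaction. With quantile normalization the counts were 4 changed at 1 h, 206 changed at 3 h, 40 for the averaged effect. With deposited values unscaled the counts were 237 changed at 3 h, 194 changed at 24 h, 2 for the averaged effect, 84 for the interaction, 6 effects on the paper's genes. With log2(signal + 16) the counts were 0 changed at 1 h, 32 for the averaged effect. With no filter the counts were 3 changed at 1 h, 13 for the averaged effect, 51 for the interaction. With lowest 60% left out the counts were 0 changed at 1 h. With array weights the counts were 47 changed at 1 h, 36 changed at 3 h, 23 changed at 12 h, 1816 changed at 24 h, 42 for the averaged effect, 1079 for the interaction. With replicate block the counts were 2 changed at 1 h. With only the 6 arrays of that time the counts were 8 changed at 1 h, 17 changed at 3 h. With the methods' test the counts were 0 changed at 1 h, 4 changed at 3 h, 15 changed at 12 h, 0 changed at 24 h, 0 for the averaged effect, 2 for the interaction. With estimated correlation the counts were 0 list shifts. With no filter the fold numbers were 1755 up at 1 h, 1987 down at 1 h, 2015 up at 3 h, 1917 down at 3 h, 1815 up at 6 h, 1739 down at 6 h, 1633 up at 12 h, 1612 down at 12 h, 2009 up at 24 h, 2198 down at 24 h. With lowest 60% left out the fold numbers were 3 up at 1 h, 4 down at 1 h, 5 up at 3 h, 17 down at 3 h, 1 up at 6 h, 7 down at 6 h, 6 up at 12 h, 2 down at 12 h, 7 up at 24 h, 55 down at 24 h. With brighter group above the 60th percentile the fold numbers were 5 up at 1 h, 8 up at 3 h, 24 down at 3 h, 1 up at 6 h, 15 down at 6 h, 2 down at 12 h, 9 up at 24 h, 58 down at 24 h. With geometric means the fold numbers were 17 down at 1 h, 31 up at 3 h, 18 up at 6 h, 28 down at 12 h. With also every EB array beyond every vehicle array the fold numbers were 15 up at 1 h, 4 up at 6 h, 10 down at 6 h, 7 up at 12 h. With also an unmoderated p under 0.05 the fold numbers were 15 up at 1 h, 3 up at 3 h, 5 up at 6 h, 10 down at 6 h, 14 down at 24 h. With 16 added to each signal the fold numbers were 5 up at 1 h, 5 down at 1 h, 5 up at 3 h, 13 down at 3 h, 0 up at 6 h, 9 down at 6 h, 8 up at 12 h, 1 down at 12 h, 5 up at 24 h, 67 down at 24 h. With deposited values unscaled (chosen after the data were seen) the fold numbers were 15 up at 1 h, 19 down at 1 h, 8 up at 3 h, 144 down at 3 h, 20 up at 6 h, 9 up at 12 h, 20 down at 12 h, 89 up at 24 h. When each array was left out in turn, the ranges were changed at 1 h from 0 to 15; changed at 3 h from 27 to 223; changed at 6 h from 0 to 6; changed at 12 h from 0 to 9; changed at 24 h from 254 to 922; for the averaged effect from 4 to 37; for the interaction from 17 to 472; effects on the paper's genes from 7 to 11; up at 1 h from 27 to 46; down at 1 h from 14 to 33; up at 3 h from 16 to 52; down at 3 h from 46 to 99; up at 6 h from 10 to 37; down at 6 h from 19 to 73; up at 12 h from 13 to 81; down at 12 h from 11 to 48; up at 24 h from 29 to 54; down at 24 h from 136 to 221; list shifts from 24 to 34. The count at 1 h moved to 3 without vehicle 1 h replicate 1, 0 without vehicle 1 h replicate 2, 2 without vehicle 1 h replicate 3, 0 without EB 1 h replicate 1, 10 without EB 1 h replicate 2, 15 without vehicle 3 h replicate 1, 5 without vehicle 3 h replicate 3, 3 without EB 3 h replicate 1, 3 without EB 3 h replicate 3, 3 without EB 12 h replicate 3, 3 without vehicle 24 h replicate 1, 2 without vehicle 24 h replicate 3. The count at 3 h moved to 77 without vehicle 3 h replicate 1, 37 without vehicle 3 h replicate 2, 223 without EB 3 h replicate 1, 27 without EB 3 h replicate 3. The count at 6 h moved to 6 without EB 6 h replicate 1, 2 without EB 6 h replicate 2, 2 without EB 6 h replicate 3. The count at 12 h moved to 9 without vehicle 12 h replicate 2, 2 without EB 12 h replicate 2. The count at 24 h moved to 277 without vehicle 24 h replicate 1, 424 without vehicle 24 h replicate 2, 466 without vehicle 24 h replicate 3, 254 without EB 24 h replicate 1, 287 without EB 24 h replicate 2. The count for the averaged effect moved to 4 without vehicle 1 h replicate 1, 32 without EB 1 h replicate 1, 10 without EB 1 h replicate 2, 11 without vehicle 3 h replicate 2, 4 without vehicle 3 h replicate 3, 37 without EB 3 h replicate 1, 8 without EB 3 h replicate 2, 5 without EB 6 h replicate 1, 4 without vehicle 24 h replicate 2, 11 without EB 24 h replicate 2, 35 without EB 24 h replicate 3. The count for the interaction moved to 426 without EB 6 h replicate 1, 395 without vehicle 12 h replicate 2, 163 without vehicle 12 h replicate 3, 472 without EB 12 h replicate 2, 18 without vehicle 24 h replicate 1, 60 without vehicle 24 h replicate 2, 89 without vehicle 24 h replicate 3, 17 without EB 24 h replicate 1, 77 without EB 24 h replicate 2. Under the replicate block the count was 721 at 24 h and 119 at 3 h; arrays of one number correlated from -0.13 to 0.09 in their deviations, and 15 of 30 arrays correlated best with their own number, so the numbers are not taken as pairs. Dim probe sets limit the fold counts, since without the filter each number lay between 1612 and 2198.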

Differences from the paper's values

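The F values on the deposited signals match the paper's to rounding, and the numbers of changed probe sets below differ. The paper states 2-fold and 0.5-fold thresholds and its text names no filter on signal. Probe sets up or down were the paper's 93 against 36 here at 1 h (within 1.5 times without vehicle 1 h replicate 1, 63), the paper's 159 against 64 here at 3 h (within 1.5 times without vehicle 3 h replicate 3, 114, without EB 3 h replicate 1, 135), the paper's 78 against 36 here at 6 h (within 1.5 times without vehicle 6 h replicate 1, 101, without vehicle 6 h replicate 2, 56, without vehicle 6 h replicate 3, 76, without EB 6 h replicate 1, 87, without EB 6 h replicate 2, 57, without EB 6 h replicate 3, 59), the paper's 97 against 33 here at 12 h (within 1.5 times without vehicle 12 h replicate 2, 75, without EB 12 h replicate 2, 129), the paper's 667 against 340 here over all times (within 1.5 times with geometric means, 447). Probe sets up were about 46 in Fig. 1, read by eye, against 25 here at 1 h (within 1.5 times with geometric means, 33, without vehicle 1 h replicate 1, 46, without vehicle 1 h replicate 2, 38, without vehicle 1 h replicate 3, 42, without EB 1 h replicate 3, 33), about 43 in Fig. 1, read by eye, against 18 here at 3 h (within 1.5 times with geometric means, 31, without vehicle 3 h replicate 1, 40, without vehicle 3 h replicate 2, 47, without vehicle 3 h replicate 3, 52, without EB 3 h replicate 1, 36), about 43 in Fig. 1, read by eye, against 8 here at 6 h (within 1.5 times without vehicle 6 h replicate 2, 37), about 40 in Fig. 1, read by eye, against 26 here at 12 h (within 1.5 times without vehicle 12 h replicate 1, 45, without EB 12 h replicate 1, 28), about 71 in Fig. 1, read by eye, against 26 here at 24 h (within 1.5 times without vehicle 24 h replicate 1, 54). Probe sets down were about 47 in Fig. 1, read by eye, against 11 here at 1 h (within 1.5 times without EB 1 h replicate 2, 33), about 120 in Fig. 1, read by eye, against 46 here at 3 h (within 1.5 times without EB 3 h replicate 1, 99), about 57 in Fig. 1, read by eye, against 7 here at 12 h (within 1.5 times without EB 12 h replicate 2, 48). The settings chosen before the data were examined were no filter, lowest 60% left out, brighter group above the 60th percentile, geometric means, also every EB array beyond every vehicle array, also an unmoderated p under 0.05, quantile normalization, 16 added to each signal and leaving out each array of a time, and where none is named beside a value none came within 1.5 times. At several times the counts rose whichever array was left out. A count within 1.5 times without 1 array therefore does not point to that array.

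Without scaling, an alternative chosen after the values were seen, the numbers up or down were 34, 152, 41, 29 and 191 at 1, 3, 6, 12 and 24 h and 447 in all, within 1.5 times of the paper's at 3 h, at 24 h and in all, as were 89 up at 24 h and 144 down at 3 h. The paper's own lists of probe sets were not in the sources used here, so how many of them this drops is not known. Of the effects on the paper's genes, limma called 6 without scaling and 10 with it.

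The paper reports a treatment effect on Hcrt, where the permutation gave a p of 0.049 and, adjusted over 33 tests, 0.081; after adjustment it passed in no setting run (0.17 on log2 signals, 0.22 after quantile normalization, 0.19 with scaled arrays). The paper reports an interaction for Tmed2, where the p was 0.048 and the adjusted p 0.081; after adjustment it passed after quantile normalization (0.014), on log2 signals (0.04) and with scaled arrays (0.02), the last chosen after the data were seen. The paper reports no treatment effect on Neurod6, where F was 2.2 and the adjusted p by permutation was 0.036. That p was 0.053 on log2 signals, 0.045 after quantile normalization and 0.047 with scaled arrays, the last chosen after the data were seen. A similar F of treatment, 2.3 for Meis2, had an adjusted p of 0.22 by permutation. The deposited Neurod6 signal was 798 in vehicle 6 h replicate 2, against 99.3 and 90.9 in the others of that group. It was 14 in EB 12 h replicate 1, against 102 and 90.1, and 8.84 in EB 24 h replicate 3, against 117 and 93. Whether these arrays account for the low p was not tested. The paper's text states a threshold of 0.05 or 0.01 and no adjustment over genes, and before adjustment Hcrt and Tmed2 are under 0.05, as the paper reports.

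The paper reports lower Klc1, Nedd4 and Tmed2 at 1 h and lower Hcrt at 12 h, which did not pass over all probe sets by limma, with adjusted p of 0.099, 0.34, 0.70 and 0.55. By the methods' test, adjusted over the 5 times and not over probe sets, Klc1 (2.3e-05), Nedd4 (0.0045) and Hcrt (1.4e-06) passed; adjusted over all probe sets as well, Hcrt passed (0.012) and Klc1 (0.20) and Nedd4 (1.0) did not. Klc1 passed by limma with array weights (0.034), and adjusted over the genes named in the paper alone these 3 passed by limma. The paper chose these genes from the same arrays, so the last adjustment is not independent evidence. The Tmed2 effect at 1 h passed in no setting run with all arrays. The paper describes Meis2 and Neurod6 as lower with EB, where no single time passed by limma. The paper reports some matrix genes as higher with EB, where no matrix gene of the list was higher by limma at any time. The thresholds differ, since the paper used a 2-fold ratio, and at 1, 6 and 12 h limma called no probe set higher. At 12 h, 10 of 59 matrix genes were higher at an unadjusted p under 0.05 from limma, with a median log2 fold change of 0.31. The paper's proliferation genes were not tested as a group, and Pgr, which it draws among them, was higher here too, averaged over the times. The paper gives a fold of 2 for Pgr and its text names no time. The fold averaged over the 5 times was 1.35 here and 1.31 without scaling. An average and a fold at one time are not alike. At 6 h, where the fold was highest, it was above that average and still below 2.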

Other observations

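Beyond the paper's genes, the effect averaged over times was higher for Pdcd4, a translation inhibitor (log2 fold change 0.22), and Apoe, the main lipid carrier of the brain (0.26), and lower for Gng2, a G protein subunit (-0.37), Rac1, a GTPase of the cytoskeleton (-0.22), Sox4, a transcription factor (-0.29), and Dclk1, a microtubule-associated kinase (-0.33), all with adjusted p under 0.05 from limma. These genes were picked after their values were seen. None of the 6 passed without scaling (adjusted p from 0.19 to 1.0 from limma) or by the methods' test (0.28 to 0.98), and leaving out 1 of 30 arrays ended the call in 4 cases for Pdcd4, 5 for Sox4, 6 for Gng2, 6 for Rac1, 11 for Apoe and 14 for Dclk1. The effects on Gng2 and Rac1 also differed between times (adjusted p of the interaction 0.03 and 0.016 from limma).

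At 1 h, microglia and macrophage markers had a median of 0.44 and hypothalamic transcription factors one of -0.21, with adjusted p = 0.61 and 0.12 with an estimated correlation. At 12 h, markers of the mammillary and posterior hypothalamus had a median of -0.66 and adjusted p = 0.61 with an estimated correlation; at 24 h these were -0.83 and 0.88, with 4 of 12 lower at an unadjusted p under 0.05. The score of these markers was -1.77 in EB 24 h replicate 3 and -1.35 in EB 12 h replicate 1, against 0.22 and 0.07 in the other EB 24 h arrays. Actb, the internal control of the paper's RT-PCR, had a log2 fold change of -0.59 at 24 h (adjusted p = 0.00069 from limma), -0.16 after quantile normalization (0.047) and -0.36 without scaling (0.14); the other Actb probe set had 0.16 (0.272). With an estimated correlation, 0 of the 30 list shifts called at the preset correlation passed.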
